A study of Mus musculus with 6 samples. Its data were reported in "Dietary excess regulates absorption and surface of gut epithelium through intestinal PPARα" (2021).

How the data were processed

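The assay was bulk RNA sequencing of total RNA from whole proximal jejunum, which lies in the middle part of the small intestine. The mice were either ob/ob, which lack functional leptin and overeat, or C57BL/6J wild type (WT). Per the labels, 1 cm of washed proximal jejunum was taken and RNA was isolated with TRIzol, and each library was a pool of RNA from 2 jejuna. There were 3 libraries per group and 6 libraries in all. P-values therefore measure the spread between pools of 2 jejuna.

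The authors aligned reads to the mouse build mm10, on known and new junctions, with TopHat2 and counted them per gene symbol with HTSeq 0.6p1, according to the submitters' processing notes, and used edgeR 3.4.2. Whether counting used strand is not given in the sources used here, so antisense and overlapping genes are uncertain, as are families with near-identical copies. The deposited counts are whole reads per gene symbol with no normalization. Every row names a gene. The deposited normalized signal equals each library's counts times 1 constant, which lay between 0.941 and 1.08 relative to plain CPM, the count scaled to the total of its library. The authors' deposited table gives a log2 fold change and mean log2 CPM for each gene, and also an unadjusted and an adjusted p-value from a negative binomial generalized linear model. That table holds 13969 genes, while the filter the methods state, above 1 CPM in at least 3 libraries, kept 13168 genes here. A further 801 genes of the authors' deposited table did not meet that filter. A total of 36 columns with values per sample were not used, 12 of them from samples outside this series. The others repeat these 6 libraries under another scaling or as an excerpt of a few genes.

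From the deposited counts, genes above 1 CPM in at least 3 libraries were kept, and the groups were compared with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3. Library sizes were scaled with TMM factors, the model held the group alone, tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error (SE) of a log2 fold change was approximated as its size divided by the square root of F. CPM values were scaled with the TMM factors and are given as mean ± SD over 3 libraries.

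A total of 48 gene lists for pathways and cell types were fixed before the data were examined, and 46 of them had at least 5 tested genes. They were tested with camera in limma 3.58.1 on log2 CPM values with a prior count of 2 and a preset correlation of 0.01. A correlation estimated per list and the fry test were run beside it. There were also 2 lists of genes named by the study, and some values of those genes in these samples had been seen in the study's own supplements before any list was fixed. A further set of lists was chosen after the ranked genes had been seen and is used in the additional observations.

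Genes were named by a rule fixed before the data were examined. It took Lep and Lepr, every gene of the 2 lists from the study, and up to 4 members of each list with the smallest p. In each direction it also took the 5 genes with the smallest p, and the 10 genes with the largest fold change among those past the threshold with a mean of at least 5 CPM and no overlap between groups. Some genes that the rule names are not reported here, though they count in the numbers given for their lists. A selection of the list members is named, with some further members as values beside a count. Positions are those of GENCODE M21 on GRCm38, the assembly behind mm10, matched by symbol or former symbol for 13057 of 13168 tested genes.

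The depth was 14661981 to 18286080 counts per library, so that 3 counts in a library corresponded to 0.159 to 0.197 CPM. The procedure was tested on simulated data made from the real means and library sizes for ob/ob against WT, with 13168 genes of which 200 were changed. The edgeR quasi-likelihood test recovered 78% of 100 genes changed 1.5-fold and 100% of 100 genes changed 2-fold, with 11 false calls among 189. The changed genes were drawn from those with a mean of at least 5 CPM, so recovery of genes below that level was not simulated. With no list changed, camera called 0 of 46 simulated lists, and with 1 list changed 1.3-fold it called that list alone. The simulated genes varied independently of each other, so that test says nothing of lists whose genes vary together.

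Alternatives covered other scalings and filters, DESeq2 1.42.0, the edgeR likelihood ratio test, limma-voom, limma on log2 of the normalized signal with a pseudocount of 1, stricter and unadjusted thresholds, a fold threshold of 1.2, the replicate number as a block, and each library left out in turn. The gene set of the authors' deposited tables as a filter, and a prior count of 0.5 for fat cell genes relative to Adipoq, were added after the data had been seen. Figures were drawn with matplotlib 3.10.9.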

Results

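RNA was sequenced from whole proximal jejunum of ob/ob and WT mice, with 3 libraries of 2 pooled jejuna in each group. The ob/ob libraries held 16599355, 17761864 and 17250503 counts, and the WT libraries 16805216, 14661981 and 18286080. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.993 to 0.994 between ob/ob libraries and 0.989 to 0.991 between WT libraries. Every pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom of at least 7.81, so all 6 were counted as separate samples. The first principal component held 48.8% of the variance and separated the groups.

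Lep encodes leptin, the satiety hormone that ob/ob mice lack. It lies on chromosome 6 of the mouse build GRCm38, from 29060220 to 29073877, and was close to the detection limit, with counts of 23, 0 and 20 in ob/ob and 7, 29 and 6 in WT libraries. The ob mutation is a point change that need not remove the transcript, so these counts do not check the labels. Lepr, the leptin receptor, was at 9.81 ± 0.680 CPM in ob/ob and 12.3 ± 1.63 CPM in WT (SD, n = 3), a difference that did not pass the test (log2 fold change -0.33, edgeR adjusted p = 0.135).

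The question was which transcripts differ in the jejunum between ob/ob mice, which overeat, and WT mice. Overeating, obesity and the lack of leptin all go with the genotype here and cannot be separated. The paper does not describe the C57BL/6J controls as littermates, so any difference in colony or housing also goes with the group. Igtp, an interferon-inducible GTPase on chromosome 11 from 58199556 to 58207591, rose by 2.86 ± 0.42 on the log2 scale (SE), from 35.1 to 256 CPM. Ubd, which encodes a ubiquitin-like protein, rose by 2.57 ± 0.42, and Ido1, an enzyme of tryptophan breakdown, by 1.70 ± 0.25. Areg, a ligand of the EGF receptor on chromosome 5 from 91139599 to 91148432, had the smallest p and went from 4.48 ± 0.90 to 26.8 ± 3.6 CPM (SD, n = 3), a log2 fold change of 2.57 ± 0.15 (SE, edgeR adjusted p = 0.000597). Cfd and Car3, both abundant in fat cells, had log2 fold changes of -6.29 ± 1.13 and -4.68 ± 1.01 (SE), where Cfd had counts of 2, 1 and 8 in ob/ob libraries, so that the size of its change is uncertain. Ide, the insulin-degrading enzyme on chromosome 19 from 37268743 to 37337852, changed from 125 ± 12 to 69.0 ± 3.4 CPM (SD, n = 3, edgeR adjusted p = 0.00445). Areg and Ide passed the threshold with any 1 library left out. Igtp and Ido1 missed it without ob/ob library 1 (2.77 and 1.60). Ubd missed it without ob/ob library 1 or 2 (2.53 and 2.45), and was at 3.46 without WT library 1, past the threshold. Cfd and Car3 missed it without ob/ob library 1 (-6.02 and -4.99), 2 (-5.86 and -4.12) or 3 (-7.51 and -5.16), and Car3 was at -3.16 without WT library 2, past the threshold.

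In all, 747 of 13168 tested genes passed the edgeR threshold, 496 higher and 251 lower in ob/ob. Among the tested genes, 32.0% had no overlap between the groups, where chance gives 10%. Further genes with large rises were the interferon-inducible GTPases Gm12250, Gbp2, Irgm1, Iigp1, Gbp6 and Irgm2, with log2 fold changes of 1.77 to 2.24. Members of these families have near-identical copies, Gm12250 is annotated as a processed pseudogene, and the spans of Igtp and Irgm2 overlap, so their individual values are uncertain. The smallest p-values among higher genes also included 2010003K11Rik (0.67 ± 0.06), Yars, the tyrosyl-tRNA synthetase (0.68 ± 0.06), Prss30 (0.85 ± 0.08) and Pak6 (1.37 ± 0.13, SE). Other genes that fell were H2-Ob (-2.58 ± 0.63), Cyp2e1 (-2.33 ± 0.50), Cd22 (-2.16 ± 0.48), Bcmo1 (-1.46 ± 0.34), Pm20d1 (-0.58 ± 0.06), Fras1 (-1.96 ± 0.30), Pbld1 (-1.42 ± 0.20), Dio1, a deiodinase of thyroid hormone (-0.99 ± 0.11), Scd2 (-0.98 ± 0.11) and Pdcd4 (-0.60 ± 0.06, SE). With scaling by library size alone the split was 328 higher and 1407 lower, with a median log2 fold change of all genes of -0.13 against -0.01 with TMM factors, and with upper quartile factors it was 390 higher and 468 lower, so directions are relative to the bulk of genes. The count was 122, 194 and 313 without ob/ob library 1, 2 and 3, and 295 without WT library 2. Without ob/ob library 1, Gm12250 (2.06), Irgm1 (1.86), Iigp1 (1.90) and Gbp6 (1.72) missed the threshold. Fras1 missed it without ob/ob library 1 or 2 (-1.89 and -1.86). Cyp2e1 missed it without ob/ob library 1, 2 or 3 (-2.39, -2.31 and -2.30), and was at -1.53 without WT library 2, past the threshold. Cd22 missed it without these (-2.13, -2.18 and -2.16) or WT library 2 (-2.19), as did H2-Ob (-2.49, -2.82 and -2.45, and -2.73). Without WT library 1, Cd22 was at -1.53 and H2-Ob at -1.63, both past the threshold. Bcmo1 missed it without ob/ob library 1 or 3 (-1.25 and -1.24) or WT library 2 or 3 (-1.31 and -1.37).

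**Figure D1:**
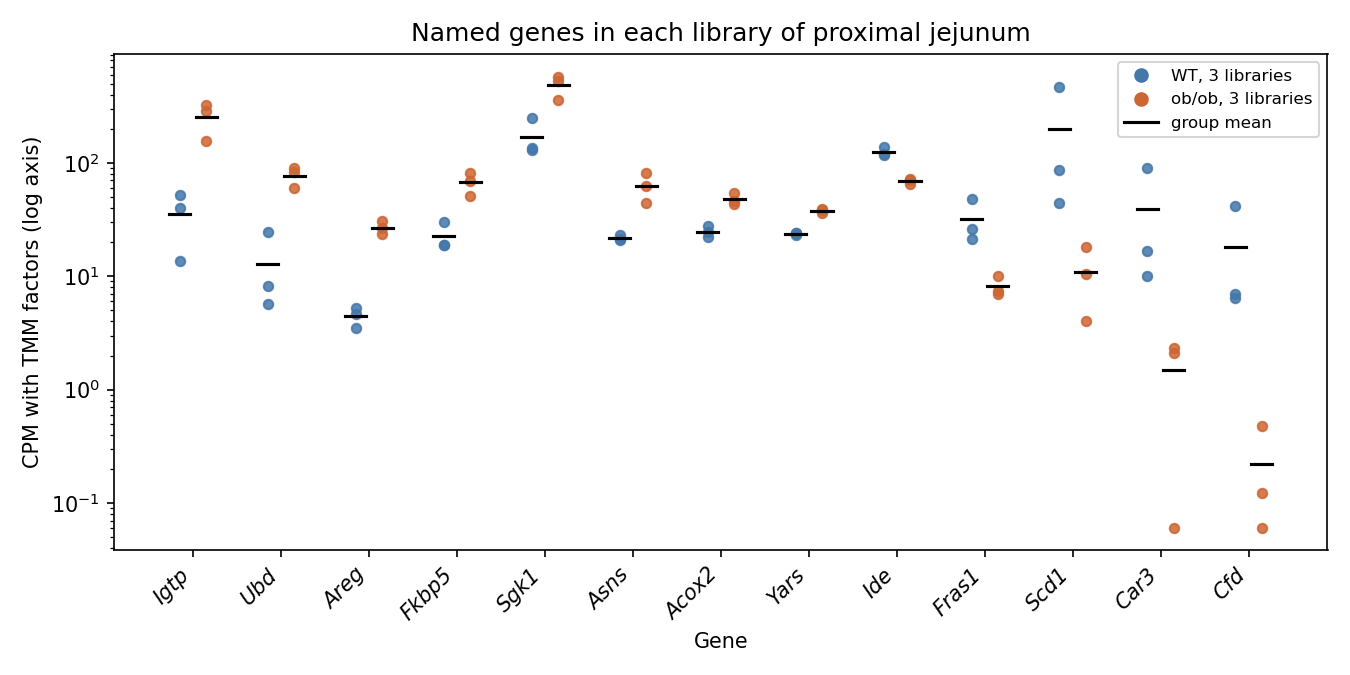
CPM on a log axis for 13 genes, with each point 1 library (WT in blue, ob/ob in orange, 3 per group) and each bar a group mean. Igtp is at 35.1 CPM on average in WT and 256 in ob/ob, and the WT values of Scd1 range from 44.2 to 467.

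Of the 14 metabolic genes that the study named, 7 were higher past the edgeR threshold and 0 lower, and 12 were higher when adjusted over the list alone. The study chose these genes partly on these samples, so neither count is independent evidence of their direction. It marked them by p-values without correction for multiple comparison, a looser threshold than the adjusted ones used here. Sgk1, a kinase that promotes sodium and glucose transport, rose by 1.52 ± 0.26, and Pdk4, which inhibits pyruvate dehydrogenase, by 1.07 ± 0.17. The peroxisomal oxidase Acox2 rose by 0.96 ± 0.11 and the gluconeogenic enzyme Fbp1 by 0.77 ± 0.14 (SE). Pkm (0.46) and Gpt (0.43) also passed. Among those that did not pass, log2 fold changes were 0.91 for Pck1, 0.76 for G6pc, 0.49 for Hk2, 0.36 for Ppara, 0.31 for Got1 and 0.08 for Glud1. The count was 1 without ob/ob library 1 and 3 without ob/ob library 2, with fold changes of the same sign. Fbp1 and Pkm missed the threshold without ob/ob library 1, 2 or 3 (0.76 to 0.78 and 0.38 to 0.50). Sgk1 and Pdk4 missed it without ob/ob library 1 (1.39 and 1.00) or 2 (1.45 and 0.92). Gpt missed it without ob/ob library 1 (0.48) or WT library 2 (0.42). Pck1 passed without ob/ob library 3 (1.18) and G6pc without WT library 1 (1.00).

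Among 9 tested PPAR-related genes that the study named, also chosen partly on these samples, 1 was higher, in all genes tested and adjusted over the list alone. This was Nr1h4, the bile acid receptor FXR (0.42 ± 0.10, SE, edgeR adjusted p = 0.0461). It missed the threshold without ob/ob library 1, 2 or 3 (0.47, 0.37 and 0.43) and without WT library 2 or 3 (0.37 and 0.36). Ppara was at 166 CPM in ob/ob and 129 CPM in WT, a difference that did not pass the test (edgeR adjusted p = 0.222). Ppard (-0.22), Pparg (0.05), Rxra (-0.12), Rxrb (-0.03), Prdm16 (-0.06) and Plin2 (-0.10, all log2 fold changes) did not pass either. The study marked genes by p-values without correction for multiple comparison, a looser threshold than the adjusted one used here. For Ppara the unadjusted p was 0.0651 in this edgeR test and 0.0220 in the authors' deposited table, from their negative binomial model.

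Several lists of nutrient and energy metabolism ranked above the other genes in ob/ob by camera with a preset correlation. None of these calls held with an estimated correlation, where the adjusted p = 0.431 for glycolysis, gluconeogenesis, pentose phosphate and glutamate lists, adjusted p = 0.652 for oxidative phosphorylation, fat absorption and the TCA cycle, and adjusted p = 0.777 for fatty acid oxidation. The median log2 fold change was 0.15 over 73 genes of nuclear oxidative phosphorylation (5 higher, adjusted p = 2.65e-09), 0.21 over 22 genes of fat absorption and chylomicron assembly (5 higher, adjusted p = 0.000181) and 0.16 over 20 genes of glycolysis and fructolysis (5 higher, adjusted p = 0.000912). It was 0.49 over 7 genes of gluconeogenesis (2 higher, adjusted p = 0.00173), 0.20 over 7 genes of the pentose phosphate pathway (1 higher, adjusted p = 0.00272), 0.23 over 13 genes of glutamate and glutamine metabolism (3 higher, adjusted p = 0.008) and 0.12 over 20 genes of the TCA cycle (1 higher, adjusted p = 0.00412). Examples are Dgat2, which makes triglyceride (0.85 ± 0.15), the fatty acid carriers Fabp2 (0.54 ± 0.12) and Slc27a4 (0.43 ± 0.07), the pyruvate kinase Pklr (0.65 ± 0.08) and Asns, the asparagine synthetase (1.52 ± 0.19, SE). The 28 genes of fatty acid oxidation had 3 higher members and a median of 0.09 (adjusted p = 0.008), which was -0.03 with scaling by library size alone. Adjusted over the list alone, the higher members numbered 5, 9, 9, 6, 5, 7, 6 and 5 in the order given. The fatty acid oxidation list also missed the threshold with the preset correlation without ob/ob library 2 (adjusted p = 0.0741) and without WT library 3 (adjusted p = 0.0840), and by the mean log2 CPM of the list relative to its mean over all 6 libraries, ob/ob library 1 (-0.03) lay below WT library 2 (0.04). Dgat2 and Slc27a4 missed the edgeR threshold without ob/ob library 1 (0.94 and 0.45). Fabp2 missed it without ob/ob library 1, 2 or 3 (0.53, 0.46 and 0.61) or WT library 1 or 2 (0.46 and 0.51). Lists of other cell types lay lower beside them, with medians of -0.27 for blood and lymph endothelium and -0.18 for fibroblasts and matrix. A list of 11 reference genes, also fixed beforehand, had a median of 0.15, with 1 higher member and 5 adjusted over the list alone. A median of that size was thus not particular to the metabolic lists. With scaling by library size alone, medians were 0.03 for oxidative phosphorylation, 0.09 for fat absorption and 0.04 for glycolysis. They were 0.37, 0.09, 0.12 and 0.01 for the gluconeogenesis, pentose phosphate, glutamate and TCA lists. The reference genes were at 0.03 and all genes at -0.13.

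Lists of the epithelial surface also ranked higher. Of 7 genes of villus tip enterocytes, 4 were higher and 6 when adjusted over the list alone (adjusted p = 0.000181 by camera, adjusted p = 0.431 with an estimated correlation), among them Ada (0.82 ± 0.15), Nt5e (0.87 ± 0.18) and Slc28a2 (0.68 ± 0.13, SE), all of nucleoside metabolism. Of 16 brush border genes 1 was higher, Pls1, which bundles actin (0.38 ± 0.07, SE), and 7 were higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00272, adjusted p = 0.652 with an estimated correlation). The median log2 fold change was 0.45 for villus tip enterocytes and 0.13 for the brush border. Beside them it was 0.15 for the 11 reference genes and 0.16 for 16 pan-epithelial genes chosen after the data had been seen. It was -0.27 for blood and lymph endothelium and -0.18 for fibroblasts and matrix. Of 5 genes of bile acid transport and FXR targets, 2 were higher, Nr1h4 and the exporter subunit Slc51b (0.49 ± 0.11, SE), and 5 adjusted over the list alone (camera adjusted p = 0.00288, adjusted p = 0.431 with an estimated correlation). A list of distal small intestine genes, which shares members such as Slc51b, had a median of 0.37 over 4 tested genes. In it 1 was higher, and 3 adjusted over the list alone. The median was -0.10 over 5 tested genes of the proximal small intestine, with Ada the 1 higher member. Both lists were fixed beforehand for their values only, and the position of the pieces along the intestine was not tested. The proliferation list (median 0.15 over 29 genes, camera adjusted p = 0.0347) and the goblet cell list (0.17 over 13 genes, camera adjusted p = 0.0472) had 0 members past the edgeR threshold, also adjusted over the list alone, and with an estimated correlation adjusted p = 0.778 and adjusted p = 0.777. With the preset correlation the proliferation list missed the threshold without ob/ob library 1 (adjusted p = 0.502) and WT library 2 (adjusted p = 0.588), and the goblet cell list without ob/ob library 1 or 3 (adjusted p = 0.0582 and 0.110) and WT library 1 or 2 (adjusted p = 0.0952 and 0.295), and both with genes of a mean CPM of at least 5 alone (adjusted p = 0.0679 and 0.0753). By the mean log2 CPM of a list relative to its mean over all 6 libraries, the groups overlapped for proliferation, with 0.30, -0.10 and 0.01 in ob/ob libraries 1, 2 and 3 and -0.04, -0.24 and 0.07 in WT libraries 1, 2 and 3, and for goblet cells, with 0.10, -0.01 and 0.15 against -0.09, -0.26 and 0.11. Pls1 missed the edgeR threshold without ob/ob library 1 or 2 or any 1 WT library (0.35 to 0.38). Slc51b missed it without ob/ob library 1, 2 or 3 or WT library 2 or 3 (0.39 to 0.52), and Nr1h4 without the same libraries (0.36 to 0.47). Nt5e missed it without ob/ob library 2 or 3 or WT library 1 or 2 (0.73 to 0.83). Slc28a2 missed it without ob/ob library 2 or 3 or WT library 2 (0.52, 0.72 and 0.60), and Ada without ob/ob library 3 or WT library 2 (0.85 and 0.78).

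Of 14 glucocorticoid-responsive genes, 7 were higher and 11 adjusted over the list alone (camera adjusted p = 1.11e-06, adjusted p = 0.431 with an estimated correlation). They included Fkbp5, a chaperone of steroid receptors (1.56 ± 0.21), Tsc22d3 (0.68 ± 0.11) and Errfi1 (0.70 ± 0.11, SE). The metallothionein Mt2 was at 96.3 ± 7.58 CPM in ob/ob and 41.9 ± 17.4 CPM in WT (SD, n = 3). Of 14 immediate early genes 4 were higher, with Atf3 (1.21 ± 0.20) and Klf6 (0.54 ± 0.08, SE) among them, and 6 adjusted over the list alone (camera adjusted p = 0.00833, adjusted p = 0.652 with an estimated correlation). Of 16 NRF2 and glutathione genes 4 were higher and 1 lower, and 5 and 1 adjusted over the list alone (camera adjusted p = 0.00555, adjusted p = 0.652 with an estimated correlation), with Nqo1, a quinone reductase, at 0.89 ± 0.09 and Gstm2 at -0.62 ± 0.10 (SE). Of 8 genes of MHC class II presentation, Ciita, its transcriptional activator, rose by 1.37 ± 0.28 and H2-DMb2 had a log2 fold change of -2.62 ± 0.60 (SE), while 7 were higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00288, adjusted p = 0.652 with an estimated correlation). The mean log2 CPM of the MHC class II list, relative to its mean over all 6 libraries, was 0.43, 0.52 and 0.51 in ob/ob libraries 1, 2 and 3, and 0.46, -1.18 and -0.75 in WT libraries 1, 2 and 3, so that WT library 1 stood level with ob/ob. The same measure of the B cell and plasma cell list was 1.52, 0.51 and -0.37 in these WT libraries. The groups also overlapped on this measure for the NRF2 list, with -0.07, 0.45 and 0.15 in the ob/ob and -0.40, 0.13 and -0.26 in the WT libraries, and for the immediate early list, with 0.24, 0.24 and 0.04 in the ob/ob and 0.15, -0.27 and -0.41 in the WT libraries. With the preset correlation the immediate early list missed the threshold without WT library 3 (adjusted p = 0.0965) and the NRF2 list without ob/ob library 2 (adjusted p = 0.0619). Ciita missed the edgeR threshold without ob/ob library 1, 2 or 3 (1.32 to 1.40) or WT library 3 (1.22). H2-DMb2 missed it without ob/ob library 1, 2 or 3 (-2.83 to -2.44) or WT library 1 or 2 (-1.98 and -2.60). Mt2 missed it without ob/ob library 1, 2 or 3 (1.14 to 1.26) or WT library 2 (1.24). Errfi1, Tsc22d3, Atf3 and Gstm2 missed it without ob/ob library 1 (0.67, 0.67, 1.12 and -0.63).

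Lists of lipid synthesis ranked lower. Of 24 genes of cholesterol synthesis 4 were lower, among them Insig1 (-0.70 ± 0.10), Fdft1 (-0.59 ± 0.13) and Lss (-0.41 ± 0.10, SE), and 10 were lower and 1 higher adjusted over the list alone (camera adjusted p = 0.000181, adjusted p = 0.652 with an estimated correlation). Of 15 genes of fatty acid synthesis, the desaturases Scd1 and Scd2 were lower, and 5 adjusted over the list alone (camera adjusted p = 0.00644, adjusted p = 0.652 with an estimated correlation). Scd1 had a log2 fold change of -4.19 ± 0.89 (SE) and stood at 87.1, 467 and 44.2 CPM in WT libraries 1, 2 and 3, and had a log2 fold change of -2.59 without WT library 2, past the threshold. Of 10 adipocyte genes 2 were lower, Cfd and Car3, and 6 were lower and 1 higher adjusted over the list alone (median -2.39, camera adjusted p = 0.008, adjusted p = 0.652 with an estimated correlation). Adipoq, which encodes adiponectin, was at 4.34, 26.8 and 2.71 CPM in the same WT libraries. Without WT library 2, Car3 had a log2 fold change of -3.16, and neither list was called (adjusted p = 0.0884 for fatty acid synthesis and 0.111 for adipocytes by camera). The adipocyte call was also lost with scaling by library size alone (camera adjusted p = 0.0772). Adipoq did not pass (edgeR adjusted p = 0.0552), and it passed without WT library 1 or 3 (-4.51 and -4.60). Cfd, Car3 and Scd1 missed the edgeR threshold without ob/ob library 1, 2 or 3 (-7.51 to -5.86, -5.16 to -4.12 and -4.78 to -3.80). Insig1 missed it without ob/ob library 1 (-0.64). Fdft1 and Lss missed it without ob/ob library 1, 2 or 3 (-0.69 to -0.47 and -0.48 to -0.33), WT library 2 (-0.65 and -0.41) or WT library 3 (-0.45 and -0.36).

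Among other cell types, 1 of 12 genes of blood and lymph endothelium was lower, Kdr, a receptor of VEGF (-0.70 ± 0.12, SE), and 1 adjusted over the list alone (camera adjusted p = 0.00256, adjusted p = 0.431 with an estimated correlation). Of 15 genes of fibroblasts and matrix, 0 passed in edgeR and 3 were lower adjusted over the list alone (camera adjusted p = 0.00412, adjusted p = 0.652 with an estimated correlation). Of 11 genes of B cells and plasma cells 3 were lower, among them Cr2 (-3.90 ± 0.87) and Ms4a1 (-3.20 ± 0.67, SE), with a median of -1.56 over the list, and 6 were lower adjusted over the list alone. Camera did not call this list (adjusted p = 0.0968, adjusted p = 0.778 with an estimated correlation), but called it without ob/ob library 2 (adjusted p = 0.0447) and WT library 3 (adjusted p = 0.00318). In WT libraries 1, 2 and 3, Cr2 was at 22.3, 12.4 and 1.91 CPM and Ms4a1 at 15.3, 6.99 and 2.55 CPM. The call of Cr2 was lost without WT library 1 or 2, at -3.09 and -3.89, and that of Ms4a1 without WT library 2, at -3.31. Ms4a1 was at -2.38 without WT library 1, past the threshold. Both were also lost without ob/ob library 1, 2 or 3 (-4.72 to -3.59 and -3.69 to -2.94).

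Altogether camera called 22 of 46 lists with the preset correlation, 17 up and 5 down, 0 with an estimated correlation, where 3 had an unadjusted p under 0.05, and fry called 1, the pentose phosphate pathway (adjusted p = 0.0445). A regrouping of the same 6 libraries gave 24 called lists. Camera did not call 24 lists. Those without any member past the edgeR threshold were ketone body metabolism (median -0.05), lipid droplet coat and lipolysis (-0.07), crypt stem cells (-0.03), Wnt targets (-0.01), Paneth cells (0.21), tuft cells (-0.11), antimicrobial and epithelial defence genes (0.40), T cells and intraepithelial lymphocytes (0.18), macrophages and dendritic cells (-0.16), smooth muscle (-0.23), and enteric neurons and glia (-0.07). Members did pass in PPAR-alpha target genes (4 higher of 27), sugar digestion and transport (3 higher and 1 lower of 12), iron, calcium and metal handling (4 higher of 14), interferon response (2 higher of 18), the unfolded protein response (4 higher of 17), xenobiotic metabolism (3 higher of 16), and the circadian clock (1 higher and 1 lower of 17). Adjusted over the list alone, the higher and lower members of these 7 lists numbered 5 and 1, 5 and 1, 5 and 5, 3 and 0, 4 and 1, 5 and 2, and 2 and 3. There was 1 higher member each in cholesterol transport and LXR targets, peptide and amino acid uptake, enteroendocrine cells, villus bottom enterocytes and hypoxia response. Adjusted over the list alone, villus bottom enterocytes had 1 higher and 1 lower, hypoxia response 2 and 2, and the other 3 lists 1 higher and 0 lower. Among the lists without a member past the threshold, adjusted over the list alone, lipid droplet coat and lipolysis had 2 higher and 3 lower, tuft cells 1 lower and the defence genes 2 lower, and the others 0. Among the named carriers and hormones were the glucose carriers Slc2a2 (0.50 ± 0.09) and Slc5a1 (0.48 ± 0.11), the amino acid carrier Slc6a19 (0.62 ± 0.09) and the incretin Gip (0.52 ± 0.06, SE). Chac1, an enzyme of glutathione breakdown on the unfolded protein response list, was at 1.67 ± 0.25 (SE). Chac1 missed the threshold without ob/ob library 1 (1.63). Slc2a2 missed it without ob/ob library 1 or 2 (0.47 and 0.43). Slc5a1 missed it without ob/ob library 1 or 2 (0.48 and 0.37) or WT library 1, 2 or 3 (0.49, 0.45 and 0.49). Camera called some of these lists with 1 library left out. Without ob/ob library 1 these were PPAR-alpha targets (adjusted p = 0.0270), interferon response (0.0188), T cells (0.0453), smooth muscle (0.0109) and xenobiotic metabolism (0.0453). Without ob/ob library 2 it was smooth muscle (camera adjusted p = 0.0396). Without ob/ob library 3 these were PPAR-alpha targets (camera adjusted p = 0.0367), tuft cells (0.00245), T cells (0.0284) and the unfolded protein response (0.0288). Without WT library 1 these were interferon response (camera adjusted p = 0.00444), T cells (0.000200) and smooth muscle (0.00566). Without WT library 2 these were PPAR-alpha targets (camera adjusted p = 0.00439), sugar digestion (0.0473) and macrophages (0.0242). Without WT library 3 these were Paneth cells (camera adjusted p = 0.0330), interferon response (0.0128), smooth muscle (0.0409) and the unfolded protein response (0.0317). Other settings also gave calls. With scaling by library size alone these were PPAR-alpha targets (camera adjusted p = 0.0116), interferon response (0.00337) and T cells (0.00886), and with the filterByExpr filter of edgeR PPAR-alpha targets (0.0494) and interferon response (0.0484). Interferon response was also called with a mean CPM of at least 5 (camera adjusted p = 0.0484) and with the replicate block (0.0155), and smooth muscle with camera on ranks (0.0436) and with the replicate block (0.0346). Granulocytes and mast cells and pancreatic acinar cells had 2 tested genes each and were not tested as lists.

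**Figure D2:**
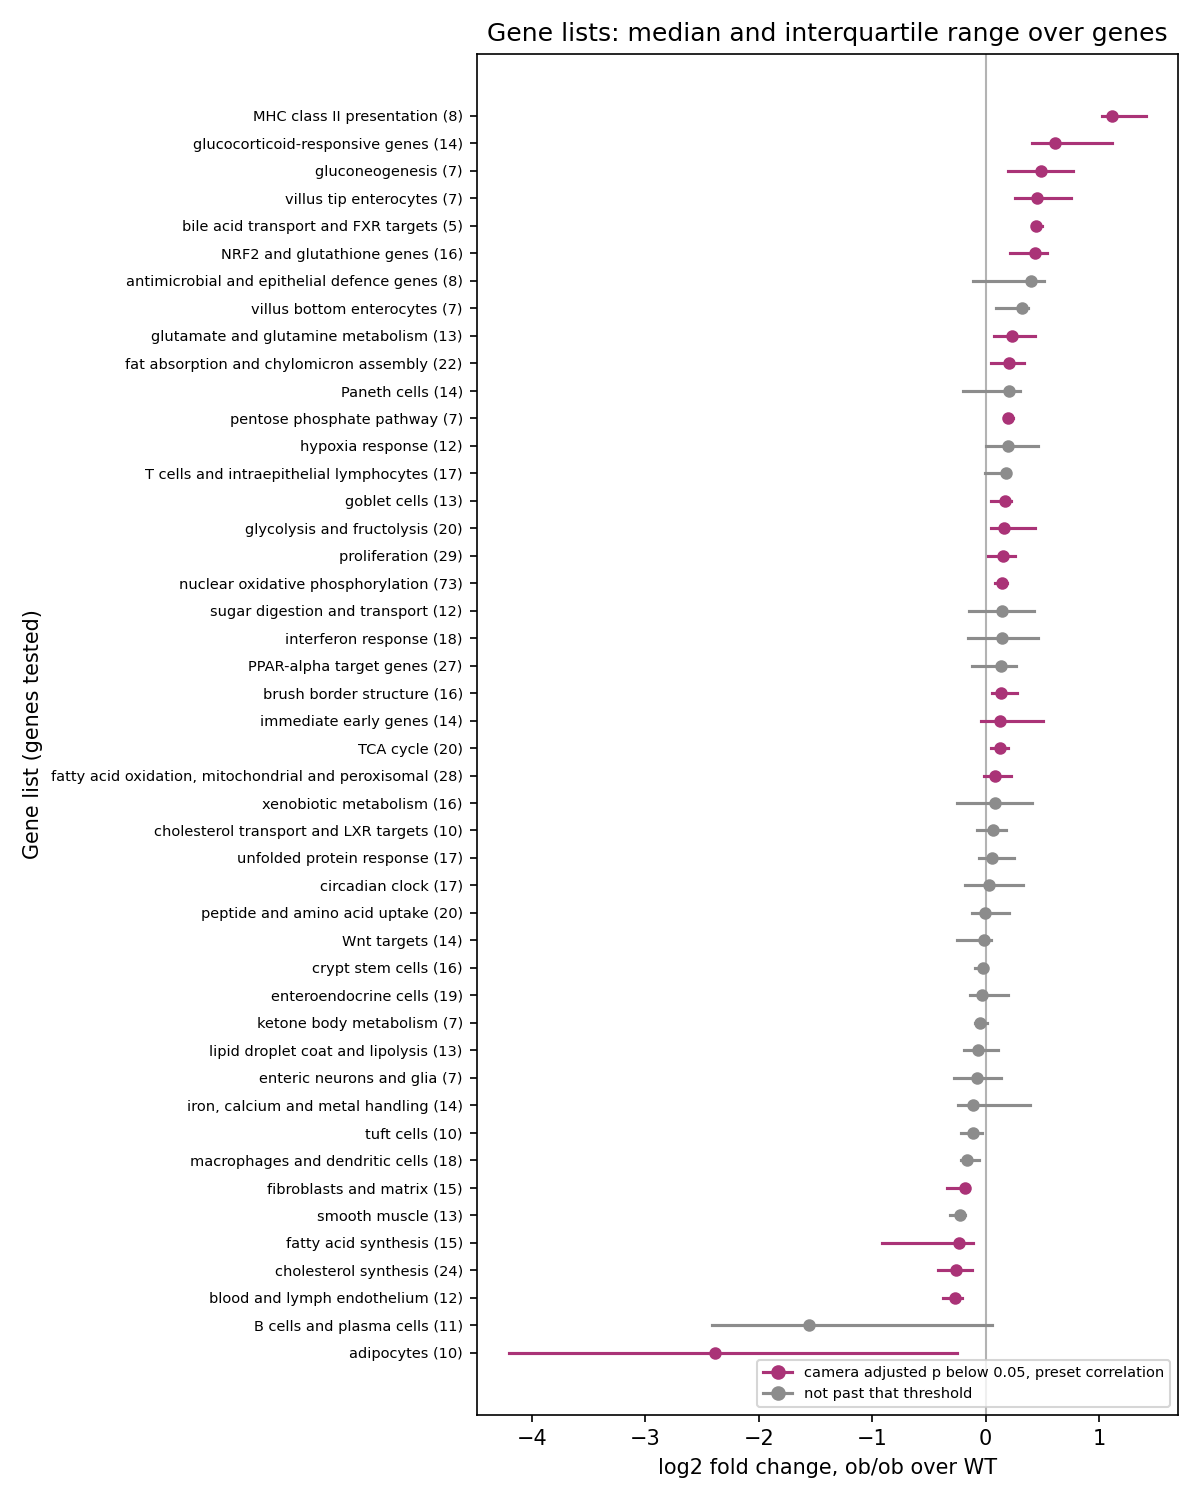
Log2 fold change of ob/ob over WT for the 46 tested lists, where the point is the median and the line the interquartile range over the tested genes (number in brackets), and colour marks camera adjusted p below 0.05 with the preset correlation. The adipocyte list has the lowest median at -2.39, and the nuclear oxidative phosphorylation list lies at 0.15.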

Values the study reported

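Intake of standard chow in ob/ob mice was 50% above that of WT mice according to the study.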

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

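The gene set of the authors' deposited tables as a filter and the prior count of 0.5 for the fat cell genes were chosen after the data had been seen, and all other settings before. The count of 747 genes became 1735 with scaling by library size alone, which moved the median of all genes to -0.13, 1404 with the edgeR likelihood ratio test, 3409 at an unadjusted p below 0.05, 70 at an adjusted p below 0.01 and 91 against a fold change of 1.2. It lay between 122 and 674 with 1 library left out, where fewer samples enter the fit. The authors' deposited table has 1239 genes past an adjusted p of 0.05, and 703 of the 747 are among them, in the same direction. The 7 metabolic genes became 11 with DESeq2 and with the likelihood ratio test, and 1 to 8 with 1 library left out. The 22 gene lists became 0 with a correlation estimated per list and 1 with fry, and 21 to 25 with 1 library left out. Under the other settings these counts stayed within 1.5 times. With the replicate number as a block, 730 genes (576 of them among the 747), 9 metabolic genes and 24 lists passed. Deviations of same-numbered libraries from their group means correlated at -0.08, 0.07 and -0.02, and those of differently numbered libraries at -0.0971 to 0.125. No sign of pairing by number was seen, though 3 libraries per group cannot exclude it. Of the 77 named genes past the edgeR threshold, 29 passed in every setting run for single genes (up to 19 each) and 0 changed direction. Of those fitted, 45, 29 and 23 missed the threshold without ob/ob library 1, 2 and 3, and 6, 20 and 9 without WT library 1, 2 and 3. Among named genes, directions reversed only for some that did not pass. The log2 fold change of Glud1 was -0.0412 with library size alone and -0.0172 to 0.196 with 1 library left out. The log2 fold change of Pparg was -0.0662 with library size alone and -0.0961 to 0.155 with 1 library left out. The log2 fold change of Lep was -0.0400 with library size alone, -0.739 with limma-voom, -0.00205 with limma on the normalized signal and -0.351 to 0.646 with 1 library left out, where 3 of the 6 fits held the gene. With 1 library left out the log2 fold change of Prdm16 was -0.209 to 0.0229 and the log2 fold change of Rxrb -0.0595 to 0.000834. The cause of changes between tests and scalings was not tested. Genes below 0.159 to 0.197 CPM rest on under 3 counts in a library.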

Other observations

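The tests below were chosen after the result had been seen, except that of the segment around Lep and the regroupings of the libraries, and the gene lists of this part, other than the interferon response, T cell and metabolic lists, and the genes named from them were chosen after their values were seen. Of 20 cytosolic aminoacyl-tRNA synthetases, which load amino acids onto tRNA, 14 were higher past the edgeR threshold, with a median log2 fold change of 0.43, among them Wars (0.99), Mars (0.78) and Aars (0.75), while of 17 mitochondrial synthetases 1 was (median 0.08, which was -0.03 with scaling by library size alone). Camera called the cytosolic list with the preset correlation (adjusted p = 8.57e-12, adjusted p = 0.131 with an estimated correlation). Of 21 targets of the transcription factor ATF4 that are not synthetases 9 were higher, including Mthfd2 (1.33), Psat1 (1.01) and Slc7a5 (0.96), with a median of 0.48 (camera adjusted p = 1.17e-09, adjusted p = 0.131 with an estimated correlation). Psat1 missed the edgeR threshold without ob/ob library 1 or 2 (0.97 and 0.95), and Slc7a5 without ob/ob library 1 or 2 (0.84 and 0.93) or WT library 2 (0.90).

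Areg and Ereg, ligands of the EGF receptor, were the 2 members of 6 on their list past the edgeR threshold, and Ereg was at 18.3 ± 5.06 CPM in ob/ob and 6.51 ± 0.788 CPM in WT (SD, n = 3). Camera called that list (adjusted p = 0.00586, adjusted p = 0.131 with an estimated correlation). Of 8 genes of feedback on ERK signalling 1 was higher, Dusp6 (0.89), and camera did not call the list (adjusted p = 0.544, adjusted p = 0.783 with an estimated correlation). The median log2 fold change was -2.42 for 6 follicular B cell genes (camera adjusted p = 0.000705, adjusted p = 0.262 with an estimated correlation), and 4 plasma cell genes lay between -0.16 and 0.36. Mean log2 CPM of the follicular genes, relative to all 6 libraries, was 2.30, 1.25 and -0.27 in WT libraries 1, 2 and 3. It was -1.44, -0.50 and -1.34 in ob/ob libraries 1, 2 and 3, so WT library 3 lay close to ob/ob library 2. A lymphoid follicle in some of the WT pieces is a candidate source. It cannot be told apart from a difference between the mice. Of 137 genes within 20 Mb of Lep 8 passed the threshold, against 735 of 12920 elsewhere (odds ratio 1.03, 95% confidence interval 0.433 to 2.10, two-sided Fisher's exact test p = 0.853).

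The interferon response list, fixed beforehand, had 2 of 18 genes higher past the edgeR threshold, a median log2 fold change of 0.14 and no camera call (adjusted p = 0.0553, adjusted p = 0.778 with an estimated correlation), though camera called it without ob/ob library 1 (adjusted p = 0.0188), WT library 1 (adjusted p = 0.00444) or WT library 3 (adjusted p = 0.0128), and without WT library 2 it ranked down (adjusted p = 0.814). In the lists of interferon-gamma genes chosen afterwards, of 17 inducible GTPases 14 were higher (median 1.77), and of 16 single-copy genes 12 were (median 1.17), including Cxcl9 (1.49), Cd274 (1.33) and Irf1 (0.82), and camera called both lists (adjusted p = 1.81e-12 and 8.57e-12, adjusted p = 0.156 for both with an estimated correlation); Cxcl9 missed the edgeR threshold without ob/ob library 1 or 3 (1.62 and 1.03) or WT library 2 or 3 (1.30 and 1.61), and Cd274 without ob/ob library 1 (1.25). Reads shared among near-identical GTPase genes cannot be told apart from other causes, because the single-copy genes, of which 75% were higher past the threshold, were chosen with the rise known. For more T cells in the ob/ob pieces, the T cell list had a median of 0.18 and 0 of 17 genes past the edgeR threshold. That median differed by -1.22 from that of these chosen genes. It differed by 0.03 from that of the interferon response list, within the interquartile range of 0.205 of the T cell genes. Mean log2 CPM of T cell genes, relative to all 6 libraries, was -0.08, 0.38 and -0.03 in ob/ob libraries 1, 2 and 3. It was 0.36, -0.55 and -0.08 in WT libraries 1, 2 and 3. The GTPases were at 1.01, 0.30 and 1.12, and at -0.52, -1.37 and -0.55. T cell genes overlapped between groups and the GTPases did not. The GTPases were chosen with their rise known, so this contrast cannot decide whether T cell number was the source of that rise. More interferon-gamma per T cell, or a difference in housing or microbes between ob/ob and WT mice, stays open and was not tested.

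The higher metabolic lists may in part follow a larger share of epithelium in the ob/ob pieces. The 11 reference genes rose by a median of 0.15 on the log2 scale, so a small rise was not particular to epithelial genes. The mean of 16 pan-epithelial genes was higher in ob/ob by 0.169 ± 0.0406 (SE, log2). Relative to it, the difference between groups was -0.0324 ± 0.0167 for nuclear oxidative phosphorylation, -0.000536 ± 0.0505 for glycolysis and fructolysis, and 0.0390 ± 0.0668 for fat absorption and chylomicron assembly. Each was within 2 SE of 0, as a larger epithelial share would give (-0.0570 ± 0.0602 for glycolysis without 3 genes that the study named partly on these samples). Because the reference genes rose by about as much, these values cannot tell epithelial share from a rise shared with such genes. For gluconeogenesis, where the difference relative to the pan-epithelial genes was 0.313 ± 0.119, epithelial share cannot be told apart from other causes either. Without Pck1, Fbp1 and G6pc, which the study also named, that difference was 0.0654 ± 0.0778 over the other 4 genes. Longer villi, or a change per cell in ob/ob mice, stay open and were not tested.

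Fat tissue attached to the WT pieces is a candidate source of the difference in fat cell genes. Adipoq, Fabp4 and Plin1, which did not pass the test (edgeR adjusted p = 0.0552, 0.0570 and 0.0617), had log2 fold changes of -4.13, -2.33 and -4.23, and Fabp4 was at 25.8 CPM in WT and 5.05 CPM in ob/ob; Adipoq passed without WT library 1 or 3 (-4.51 and -4.60) and was at -2.48 without WT library 2, Plin1 was at -5.31 without ob/ob library 3, and Fabp4 passed without WT library 1, 2 or 3 (-2.63, -1.21 and -2.74). Scd1 and Adipoq went together across WT libraries, with WT 2 to WT 3 ratios of 10.6 and 9.90, which differ by a factor of 1.07 (0.866 and 1.23 for the other pairs). Whether Cfd and Car3 were also lower within fat cells cannot be told apart from this: the fitted fall of Car3 differed from that of Adipoq by -0.55, and within libraries the log2 CPM of Car3 relative to Adipoq differed between the groups by -0.88 ± 0.23 (SE, -1.08 to -0.70 with 1 library left out), beyond 2 SE, and that of Cfd by -1.62 ± 0.85 (-2.31 to -0.87), within 2 SE, but these rest on few counts in ob/ob, with 0 of Adipoq and 1 each of Cfd and Car3 in library 2, and were -0.51 ± 0.20 and -1.51 ± 1.29 with a prior count of 0.5 in place of 2. A difference in the mesenteric fat of ob/ob mice stays open and was not tested.

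With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. In edgeR the real groups gave 747 genes, the real split being the 1 split with as many, and the highest other split gave 0. For the metabolic genes the real groups gave 7, also in 1 split, and the highest other 0. For the gene lists the real groups gave 22 and the highest other split 24, and 3 of the 10 splits gave at least 22.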
